A study of Saccharomyces cerevisiae with 9 samples.

How the data were processed

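The samples were 9 cultures of the budding yeast Saccharomyces cerevisiae strain W303. Per the labels, all were kept in rich medium (YPD) in stationary phase for 15 days without dilution, RNA was extracted by a sequencing provider, and libraries were made after poly(A) enrichment. The labels give 3 groups of 3 biological replicates: wild-type red colonies (WT-red), red colonies of the cdc13-K504E mutant (K504E-red) and white colonies of the same mutant (K504E-white). Groups and replicate numbers were taken from the sample titles. The labels describe no white colonies of the wild type, so colour could not be separated from the mutation in the comparison of K504E-white with WT-red.

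The deposited gene counts are whole numbers without normalization, 1 column per library, with totals of 27391507 to 34637860. The authors also deposited FPKM values per library and their group means. In each library the deposited FPKM equalled the count divided by gene length and by 1 scaled library total, which was 0.985 to 1.03 times the sum of the counts. Per the file headers and contig names, the genes lie on contigs of a W303 assembly, and all 5207 genes of the count table are marked protein-coding, on 195 contigs. The aligner, the counting program, their versions and the use of strand are not stated in the labels or the file headers. Reads from overlapping or near-identical genes could therefore have been split or lost in a way that was not checked. The count table held no member of a gene list planned for the mitochondrial genome, so that list was void.

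Gene symbols came from a RefSeq table of the S288C assembly R64, in which 5165 of the 5207 genes were found by locus tag. That assembly is not the one used for the counts. It served only for names, for the chromosome in the locus tag, for the distance of a gene from the chromosome end in S288C, for GC content (5161 genes) and for a search for near-identical copies. All printed coordinates are those of the W303 contigs in the deposited table.

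Genes with too few counts were removed with filterByExpr, which left 5174 genes and removed 33. Of the 5207 genes, 6 had no count in any library. Library sizes were scaled with TMM (factors 0.978 to 1.04). Differences were tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on the counts of all 9 libraries in a single model with group as the only term, two-sided, with Benjamini-Hochberg adjustment over the genes of each comparison. A gene was called changed at an adjusted p-value under 0.05, and a change of at least 1 on the log2 scale was counted separately. Standard errors (SE) of log2 fold changes were computed from the F statistic. Normalised expression is given as CPM, the count divided by the TMM-scaled library size in units of 1e6 reads.

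Gene sets were tested with limma 3.58.1 camera, with a preset correlation of 0.01 between genes, on log2 CPM with a prior count of 2, with Benjamini-Hochberg adjustment over the 18 sets of a comparison. Fry and camera with an estimated correlation were run beside it. The sets were purine biosynthesis, nuclear electron transport genes, the TCA cycle, glyoxylate and gluconeogenesis, the retrograde response, telomere maintenance, the DNA damage response, induced stress genes, ribosome biogenesis, glycolysis, cell wall integrity, the iron regulon, the phosphate regulon, strain markers, mating type a, mating type alpha, ribosomal proteins and genes within 20 kb of a chromosome end. Each of the 16 chromosomes was also tested as a set. The groups, tests, sets and alternatives were fixed before the data were examined. Lists of thiamine, electrophile-response (Yap1 target), sulfur assimilation and anaerobic cell wall genes were written after gene values had been seen, and they describe those values only.

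Named genes were chosen by a rule fixed beforehand: in each comparison, the 4 largest log2 fold changes in each direction among changed genes whose groups did not overlap and whose higher group had a mean of at least 10 CPM. CDC13, ADE2 and the members of the purine, strain marker and mating type lists were also named under that rule. Any other gene is named as an example chosen after its values were seen.

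Comparisons that share the WT-red libraries were set against 50 simulations of unchanged groups. The alternatives were DESeq2 size factors and upper quartile scaling, looser and stricter count filters (at least 1 count, or at least 10 counts in every library), the DESeq2 1.42.0 Wald test, limma-voom, limma on log2 of the deposited FPKM with a pseudocount of 1 or 0.1, fits of only the groups compared, a replicate block, removal of a gene length trend, omission of the 20 most abundant genes, a test against a fold change of 1.5, and omission of each library. Removal of a trend on the GC content of the S288C gene was added after the data had been seen. Near-identical copies were searched with BLAST 2.17.0 at 95% identity over at least 100 bp. Plots were drawn with matplotlib 3.10.9.

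The gene test was tested on simulated data made from the real means and library sizes, with 200 changed genes. At a true log2 fold change of 0.5, 94.5% of the changed genes were recovered among 5168 tested, and at 1 the share was 99.0% or more among 5167. False calls made up 7.01% to 10.0% of the calls, which is above the nominal 5%. A simulated comparison without changes gave 1 or 2 calls. In the test of camera, a set shifted by 0.5 was found and 0 of 200 unshifted sets were called, although 4 had an unadjusted p-value under 0.05. Those simulated genes varied independently, so that test does not cover sets whose genes vary together.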

Results

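Gene expression was measured by RNA sequencing in 9 libraries of W303 yeast, 3 each from WT-red, K504E-red and K504E-white colonies. Cdc13 is a protein that binds single-stranded telomeric DNA, and cdc13-K504E is a substitution in it that the study describes as defective in binding junctions. Colony colour in W303 reflects the adenine pathway, since cells blocked at ADE2 accumulate a red pigment. Total counts ranged from 27391507 to 34637860 per library, with group means of 31506732 ± 3209706 in WT-red, 30439761 ± 2928381 in K504E-red and 34290507 ± 501411 in K504E-white (SD, n = 3 each). The 20 most abundant genes took 14.2% to 16.9% of the counts.

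Replicates within a group differed by more than sampling noise, with a chi-square per degree of freedom of 13.6 to 33.9 over the 9 pairs of libraries of the same group, which takes only counting error as noise. Across genes, the correlation of log2 CPM between replicates was 0.992 to 0.995, where genes are not independent replicates. The 3 groups separated on the first 2 principal components, which carried 61.3% and 19.9% of the variance.

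**Figure D1:**
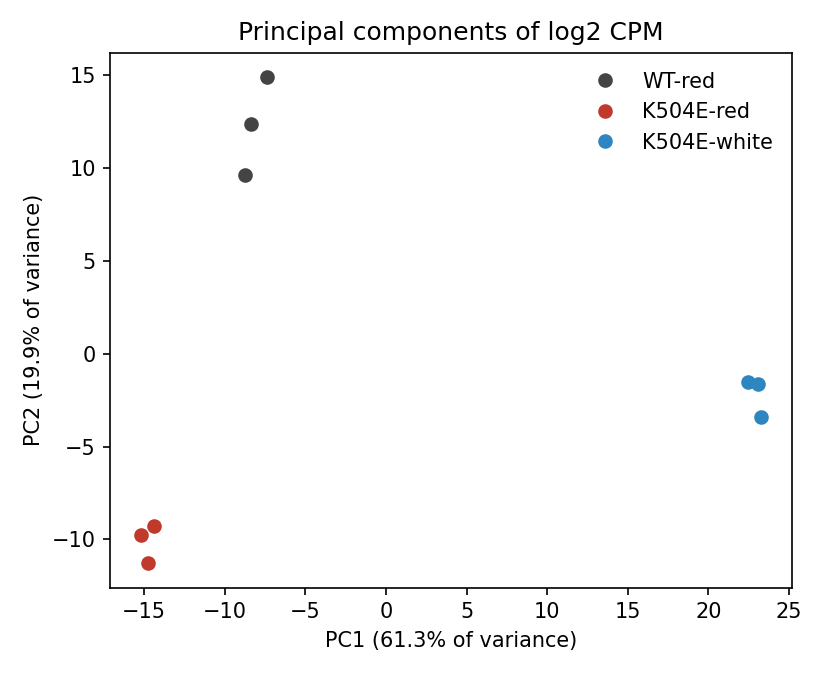
First and second principal components of log2 CPM, 1 point per library, coloured by group (3 libraries each). PC1 (61.3% of the variance) places the K504E-white libraries apart from both red groups, and PC2 (19.9%) separates WT-red from K504E-red.

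The mutated gene was examined first. CDC13 (YDL220C, W303 contig 101, 17082 to 19856, minus strand) had 25.2 ± 2.15 CPM in WT-red, 27.7 ± 5.18 in K504E-red and 21.2 ± 0.507 in K504E-white (SD, n = 3). Counts per gene cannot show the amino acid change, and the level of CDC13 is not set by the design. Its log2 fold change was 0.14 (SE 0.123) in K504E-red against WT-red and -0.24 (SE 0.124) in K504E-white against WT-red, with adjusted p-values of 0.381 and 0.113 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Between K504E-white and K504E-red it was -0.38 (SE 0.124), with an adjusted p-value of 0.0133 by the same edgeR test. That call depended on single libraries, since the adjusted p-value by edgeR was 0.0926 without K504E-red replicate 2 and 0.0514 without K504E-red replicate 3. With all libraries kept, it was also lost by limma on log2 of the deposited FPKM. The adjusted p-value by limma was 0.0555 with a pseudocount of 1 and 0.0567 with 0.1.

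The comparison of K504E-red with WT-red asked what the mutation changed among red colonies. By edgeR's quasi-likelihood test, 2441 of 5174 genes (47.2%) were changed, 1321 higher and 1120 lower. Most changes were small, with a median size of 0.33 on the log2 scale, and 35 genes changed at least 2-fold, 6 of them higher and 29 lower. The 3 libraries of each group did not overlap in 54.6% of all genes, where chance gives 10%. The alternative that moved the count most was a test against a fold change of 1.5, which called 43 genes. The split into higher and lower genes depended on scaling: 54.1% of the calls were higher with TMM on the filtered genes, and 45.9% when genes with at least 1 count were retained.

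Among the genes that rose in K504E-red, SER3 (YER081W, contig 249, 71953 to 73362) went from 513 ± 60.0 to 1126 ± 76.0 CPM, a log2 fold change of 1.13 (SE 0.0753, adjusted p 2.39e-08 by edgeR with Benjamini-Hochberg adjustment). ECM4 (YKR076W) and GTT2 (YLL060C), which encode glutathione transferases, rose by 1.11 (SE 0.0829) and 1.01 (SE 0.0726). YIR042C rose by 1.13 (SE 0.292, adjusted p 0.0146 by edgeR), and without K504E-red replicate 1 its adjusted p-value by edgeR was 0.0599. Among those that fell, DAN1 (YJR150C) went from 14.8 ± 3.88 to 1.60 ± 0.300 CPM, a log2 fold change of -3.20 (SE 0.331). TIR1 (YER011W) had a log2 fold change of -2.51 (SE 0.0975), CHA1 (YCL064C) of -2.02 (SE 0.177) and AAH1 (YNL141W) of -1.44 (SE 0.145).

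The comparison of K504E-white with WT-red combined the mutation with the change of colour. By edgeR, 2426 genes (46.9%) were changed, 1212 higher and 1214 lower, with a median size of 0.35 on the log2 scale. At least 2-fold changes were found in 183 genes, 89 higher and 94 lower. Libraries of the groups did not overlap in 56.1% of the genes, where chance gives 10%. The split into higher and lower genes depended on scaling here too. With genes of at least 1 count, 1026 were higher and 1429 lower (41.8% higher). When single libraries were left out, the share of higher genes ranged from 40.8% (without WT-red replicate 3) to 49.7% (without K504E-red replicate 1). It was 41.9% without K504E-red replicate 2, a library outside this comparison.

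THI4 (YGR144W, contig 199, 16465 to 17445) showed the largest rise of the genes chosen by the rule, from 4.85 ± 1.41 to 1614 ± 315 CPM, a log2 fold change of 8.37 (SE 0.269, adjusted p 2.47e-07 by edgeR with Benjamini-Hochberg adjustment). ADE17 (YMR120C, contig 31, 2874 to 4652) rose from 156 ± 23.5 to 1591 ± 61.7 CPM, or 3.35 (SE 0.129) on the log2 scale. SNZ2 (YNL333W) rose by 3.22 (SE 0.25) and PET18 (YCR020C) by 3.06 (SE 0.149). SNZ2 has a near-identical copy, SNZ3, in S288C, so its value is uncertain. FRM2 (YCL026C-A, contig 142, 7616 to 8197) fell from 99.0 ± 29.0 to 0.883 ± 0.235 CPM, a log2 fold change of -6.80 (SE 0.489). AAD6 (YFL056C) had -5.25 (SE 0.180), OYE3 (YPL171C) -4.62 (SE 0.231) and GRE2 (YOL151W) -4.25 (SE 0.164) on the same scale.

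The comparison of K504E-white with K504E-red asked what differed between colours of the same mutant. It gave the most calls, 2821 genes (54.5%) by edgeR, 1408 higher and 1413 lower, with a median size of 0.37. At least 2-fold changes were found in 236 genes, 91 higher and 145 lower. Libraries did not overlap in 61.8% of the genes, where chance gives 10%. THI4 rose by 7.42 (SE 0.253) on the log2 scale, DAN1 by 5.44 (SE 0.323), TIR1 by 5.16 (SE 0.101) and PDC5 (YLR134W) by 4.17 (SE 0.199). The log2 fold changes of the 4 genes with the largest falls were -7.67 (SE 0.486) for FRM2, -5.87 (SE 0.183) for AAD6, -5.49 (SE 0.238) for OYE3 and -4.74 (SE 0.0858) for GTT2.

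**Figure D2:**
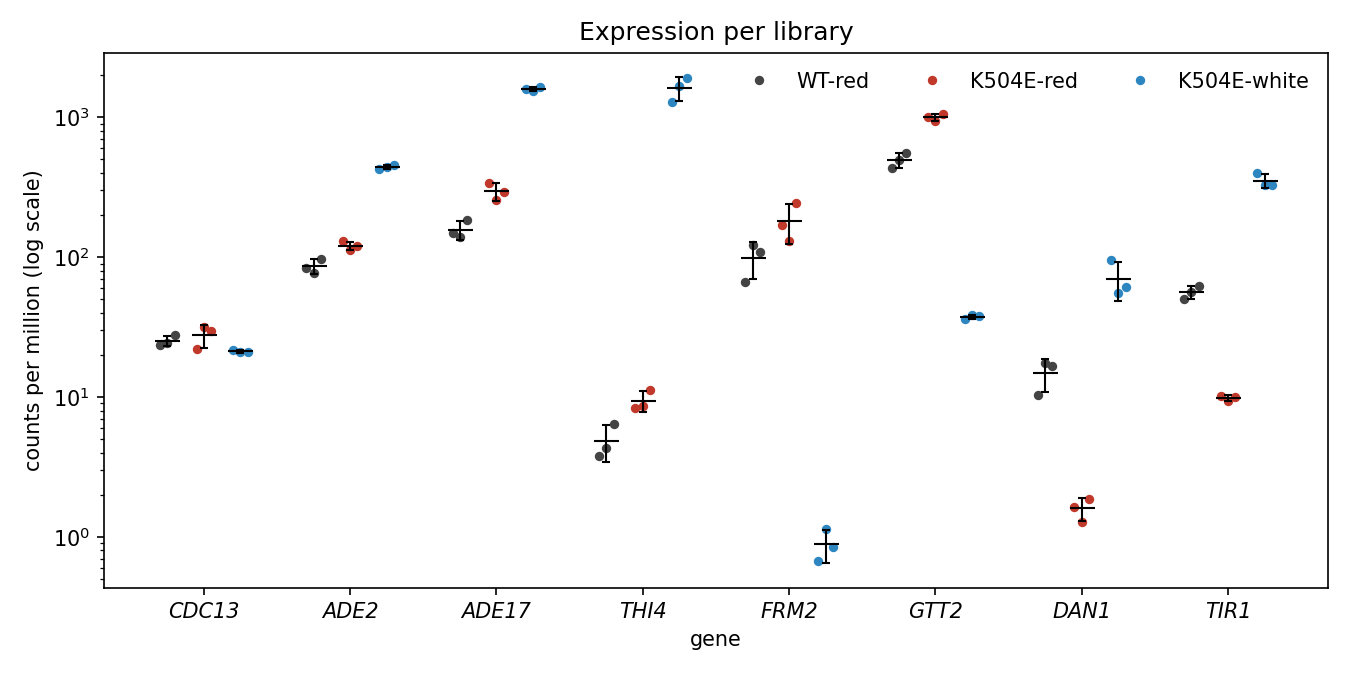
CPM, on a log axis, of 8 genes in each library, coloured by group, with the group mean and SD as black bars (n = 3). CDC13 stays between 20.9 and 31.8 CPM, while THI4 rises from 4.85 to 1614 CPM and FRM2 falls from 99.0 to 0.883 CPM between WT-red and K504E-white.

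ADE2 (YOR128C, contig 141, 11401 to 13116), the gene whose loss gives red colonies, had 86.2 ± 9.97 CPM in WT-red, 121 ± 8.55 in K504E-red and 439 ± 14.7 in K504E-white. The log2 fold change of ADE2 was 0.49 (SE 0.0723) in K504E-red and 2.35 (SE 0.0740) in K504E-white against WT-red, with adjusted p-values of 2.57e-05 and 1.08e-14 by edgeR with Benjamini-Hochberg adjustment. Between the colours of the mutant it was 1.86 (SE 0.0725). Of the 13 purine biosynthesis genes, 12 were called higher in K504E-red and 12 in K504E-white against WT-red, and the same numbers were reached when p-values were adjusted over the list alone. Between K504E-white and K504E-red, 10 were higher and 1 lower, also when adjusted over the list alone. ADE3 was the gene of the list that fell between the colours, with a log2 fold change of -0.23 (SE 0.0523). Its change in K504E-white against WT-red was 0.03 (SE 0.0523, adjusted p 0.678 by edgeR), and the sign of that value varied with the processing. ADE12 and ADE16 were not called between the colours, although ADE12 was called lower in a fit of only those 2 groups, and without WT-red replicate 2 (-0.125) or replicate 3 (-0.123).

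Of the 18 gene sets, camera with Benjamini-Hochberg adjustment moved 9 in each comparison. Fry called the same direction for 9, 8 and 9 of these in K504E-red against WT-red, K504E-white against WT-red and K504E-white against K504E-red, and the exception was the ribosomal protein set in K504E-white against WT-red. With an estimated correlation, camera moved 0 sets in each comparison, and an unadjusted p-value under 0.05 was reached by 0, 1 and 0 sets. The correlation estimated within groups over the 9 libraries was 0.766 for ribosomal protein and 0.774 for ribosome biogenesis genes. Splits of the same libraries that mixed the groups, and so retained part of the group difference, also moved sets with camera. They moved up to 10 in the libraries of K504E-red and WT-red. The set results are therefore given as medians, with the number of genes that share their direction.

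In K504E-red against WT-red, 56 of 56 ribosome biogenesis genes were called lower (median log2 fold change -0.65), as were 67 of 68 ribosomal protein genes (-0.48). These counts were the same when adjusted over the list alone. The median rose by 0.42 for induced stress genes (25 of 25 above 0), 0.33 for purine biosynthesis, 0.29 for the TCA cycle, 0.29 for the retrograde response, 0.26 for glycolysis, 0.21 for nuclear electron transport genes and 0.17 for genes within 20 kb of a chromosome end (78 above 0 and 26 below). The last of these was 0.0825 without K504E-red replicate 3 and 0.0868 without WT-red replicate 1, and camera called it in both fits. Glyoxylate and gluconeogenesis, which was not moved, was called higher without WT-red replicate 3 (0.205), K504E-red replicate 2 (0.202) or K504E-white replicate 2 (0.165). Mating type a, which was not moved either, was called lower without K504E-red replicate 1 (-0.243). In K504E-white against WT-red, the medians of the moved sets were 1.56 for purine biosynthesis, 0.75 for glyoxylate and gluconeogenesis, 0.35 for electron transport, 0.31 for mating type a, 0.26 for cell wall integrity, 0.25 for induced stress genes, 0.23 for glycolysis, 0.22 for the TCA cycle and 0.11 for ribosomal proteins. Some of these calls depended on single libraries. Ribosomal proteins were not moved without WT-red replicate 3 (0.0204) or K504E-white replicate 3 (0.0456), and glycolysis was not moved without WT-red replicate 2 (0.156) or K504E-white replicate 3 (0.179). Mating type a was not moved without WT-red replicate 1 (0.243), 2 (0.313) or 3 (0.291) or without K504E-white replicate 3 (0.251). Ribosome biogenesis, which was not moved (-0.12), was called lower without WT-red replicate 3 (-0.207).

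Between K504E-white and K504E-red, the median was 1.28 for purine biosynthesis, 0.59 for ribosomal proteins (68 of 68 above 0), 0.55 for ribosome biogenesis (56 of 56 above 0), 0.46 for mating type a, 0.37 for glyoxylate and gluconeogenesis, 0.25 for cell wall integrity and 0.11 for electron transport. It was -0.31 for the retrograde response and -0.18 for genes near chromosome ends. Cell wall integrity was not moved without K504E-red replicate 1 (0.188) or 2 (0.170) or K504E-white replicate 2 (0.158), electron transport without K504E-red replicate 1 (0.0825), and glyoxylate and gluconeogenesis without K504E-red replicate 2 (0.356). The telomere maintenance set (medians 0.03, -0.04 and -0.06 in the 3 comparisons, in the order above), the DNA damage response (0.06, -0.08 and 0.05), the iron regulon (0.02, 0.27 and 0.18), the phosphate regulon (0.17, 0.13 and 0.06), strain markers (0.25, 0.19 and -0.08) and mating type alpha (0.39, -0.57 and -0.74) were not moved by camera in any comparison. Among these, the iron regulon was moved in K504E-white against WT-red without K504E-white replicate 2 (0.275). Fry, by contrast, called mating type alpha in every comparison. It also called the phosphate regulon and strain markers in the comparisons against WT-red, and the iron regulon in those of K504E-white. A median close to 0 does not mean that single genes were unchanged, since members moved both ways. Of 19 DNA damage response genes, edgeR called 6 higher and 2 lower in K504E-red against WT-red. The numbers were 6 and 7 in K504E-white against WT-red, and 5 and 6 between the colours. For 19 telomere maintenance genes they were 2 and 3, 3 and 3, and 2 and 5. Medians close to 0 can also change sign when 1 library is left out. The DNA damage response did so in K504E-red against WT-red without K504E-red replicate 3 (-0.0603). In that fit the median of mating type alpha was 0.239. Expression of STE2, a mating type a gene, was 514 to 706 CPM over the 9 libraries, against 0.610 to 4.002 CPM for STE3, a mating type alpha gene.

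**Figure D3:**
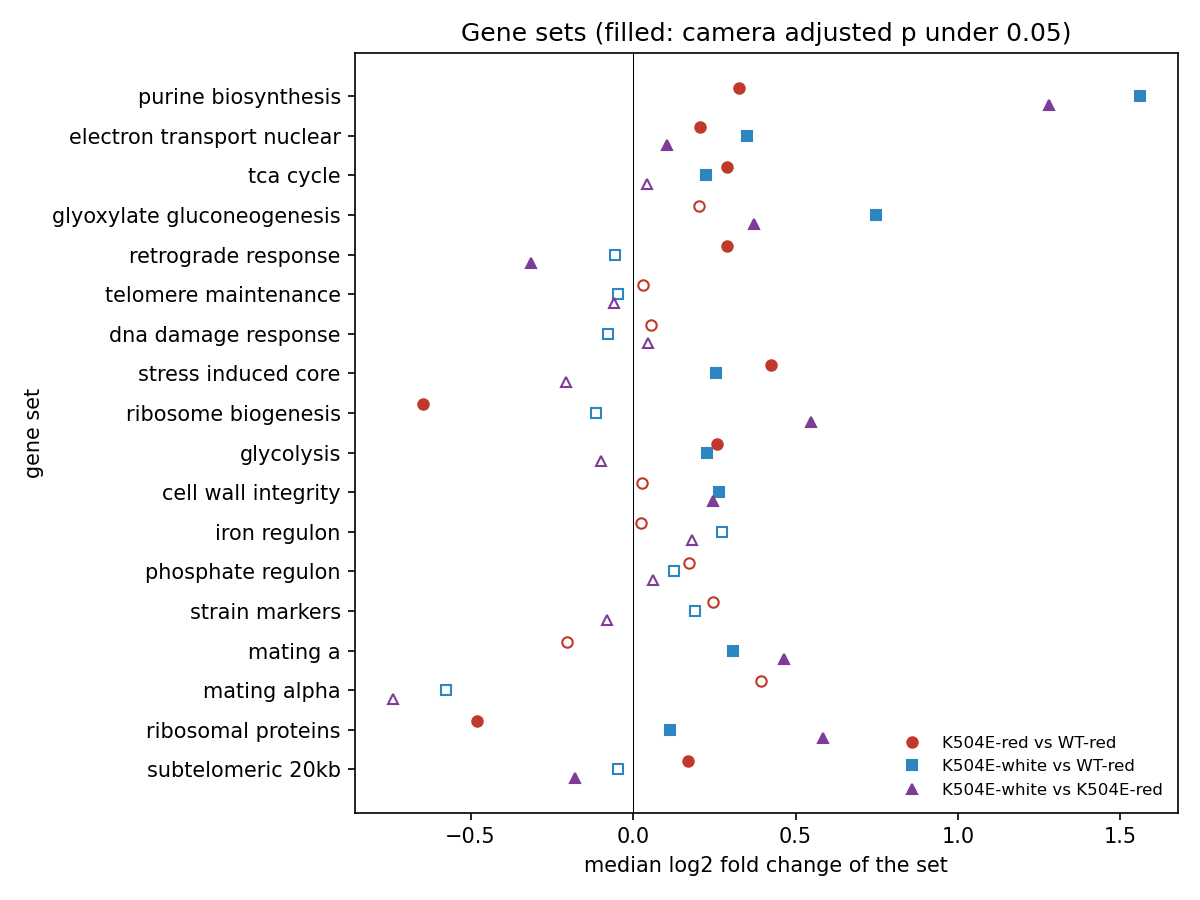
Median log2 fold change of each of the 18 gene sets in the 3 comparisons (marker shape and colour), with filled markers where camera's adjusted p-value was under 0.05. Purine biosynthesis reaches 1.56 in K504E-white against WT-red, and ribosome biogenesis lies at -0.65 in K504E-red against WT-red.

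No chromosome was moved by camera in any of the 3 comparisons (0 of 16 each, and 0 at an unadjusted p-value under 0.05). Medians over the genes of a chromosome relative to the WT-red mean lay between -0.04 and 0.14 on the log2 scale in the 9 libraries, where a doubling in all cells of a culture would give 1. A gain in a small share of the cells was not detectable at this resolution.

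The comparisons against WT-red were set beside each other. Across genes, their log2 fold changes had a Pearson correlation of 0.147 and a Spearman correlation of 0.260. Unchanged groups that share the WT-red libraries gave means of 0.499 and 0.469 in 50 simulations. Those groups differ by noise alone, whereas 47.2% and 46.9% of the genes were called changed here. The simulated level is therefore not what the shared control adds to the observed values, and no conclusion was drawn from the difference. Both comparisons called 1317 genes, 951 in the same direction and 366 in opposite directions, against a mean of 0.04 genes called in both in the simulations. All 366 were also called between K504E-white and K504E-red by edgeR, which nearly follows from their selection, 130 of them higher in K504E-white and lower in K504E-red than in WT-red, and 236 the reverse. GTT2, ECM4, PDC5, TIR1, CHA1 and DAN1 changed at least 2-fold in both comparisons in opposite directions.

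**Figure D4:**
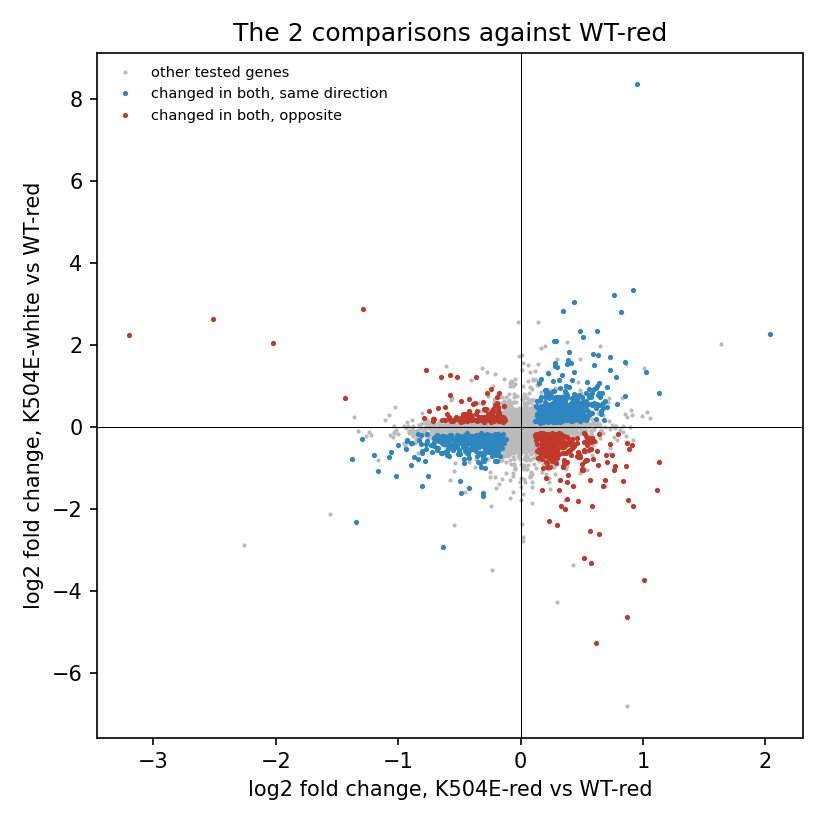
Log2 fold change of each tested gene in K504E-red against WT-red (x axis) and in K504E-white against WT-red (y axis). Blue points are the 951 genes changed in both in the same direction and red points the 366 changed in opposite directions.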

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

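The test of length and GC trends was chosen after the result was seen.

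The effect of K504E relative to WT-red differed between the colours: 366 genes were changed in opposite directions in K504E-red and K504E-white. The test of the difference is the comparison of K504E-white with K504E-red, in which edgeR called all 366. That nearly follows from how the genes were selected and adds no separate evidence. Gene length and GC bias left most of the pattern in place: with these trends removed, 349 genes were in opposite directions, 316 of them among the 366. Leaving out WT-red replicate 3 lowered the number to 251. Electrophile-response genes made up 22 of the 366 and ribosomal protein genes another 22. A difference between the red and white colonies of the mutant that carries both lists in opposite directions may be biological. The colours came from separate cultures, and the labels give no growth or sequencing batches, so a batch effect cannot be excluded. Without white colonies of the wild type, colour, secondary mutations in the white colonies and culture state remain open and untested.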

How the results depend on the processing

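Counts of changed genes stayed within 1.5 times their value under all alternatives except the test against a fold change of 1.5. That test called 43 genes in K504E-red against WT-red, 242 in K504E-white against WT-red and 369 between the colours, which follows from its construction. No gene called both in the reported fit and under another scaling, filter or test changed sign. The share of higher calls moved from 54.1% to 45.9% in K504E-red against WT-red when genes with at least 1 count were retained. In K504E-white against WT-red that alternative gave 41.8% higher. The median log2 fold change over all genes moved too, from 0.0333 to -0.00257 and from -0.00732 to -0.0417 in the same order. The split therefore follows the scaling of the libraries. Leaving out single libraries gave 44.8% to 53.1% higher in K504E-red against WT-red. Why the scaling differed was not tested.

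Leaving out each of the 9 libraries in turn gave from 2023 to 2297 changed genes in K504E-red against WT-red, from 2122 to 2474 in K504E-white against WT-red and from 2505 to 2840 between the colours. Genes changed at least 2-fold ranged from 26 to 50, from 178 to 188 and from 231 to 249 in the same order. The correlation of the comparisons against WT-red ranged from 0.150 to 0.207, genes changed in both from 1012 to 1227, and genes changed in opposite directions from 251 to 351. All 9 of those correlations lay above the reported 0.147. The simulated 0.499 is for groups without changes and sets no level for them.

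Gene set counts depended on the set test. In place of 9 sets, fry moved 14 in K504E-red against WT-red, 14 in K504E-white against WT-red and 11 between the colours, and camera with an estimated correlation moved 0 in each. The number of sets moved ranged from 9 to 10, from 6 to 10 and from 7 to 9 when single libraries were left out. The 6 was without K504E-white replicate 3. Omission of the 20 most abundant genes gave 8, 6 and 8 sets in the same order.

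Samples with the same replicate number did not deviate together: the correlation of their deviations from the group means was -0.11 to 0.03 over the 9 same-numbered pairs. A fit with the replicate number as a replicate block gave 2389, 2377 and 2775 changed genes in the 3 comparisons, and 9, 8 and 9 sets.

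A few values near 0 changed sign. ADE3 in K504E-white against WT-red was -0.00513 with genes of at least 1 count, -0.00492 with at least 10 counts in every library and -0.000376 with length and GC trends removed, an alternative chosen after seeing the data, and it ranged from -0.0319 to 0.0293 when single libraries were left out. In the same kind of fits, CDC13 in K504E-red against WT-red ranged from -0.00902 to 0.282, negative only without K504E-red replicate 2, and ADE16 between the colours from -0.0300 to 0.0552, negative only without K504E-red replicate 3. Set medians ranged from -0.0316 to 0.0388 for telomere maintenance and from -0.0646 to 0.0580 for cell wall integrity, both in K504E-red against WT-red. Fry gave another direction than camera for telomere maintenance in K504E-red against WT-red (median 0.0318), and for glycolysis (-0.0997) and strain markers (-0.0808) between the colours. Neither test moved any of these sets. The cause was not tested.

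Of 65 values of named genes, 22 changed their call or sign under at least 1 of the alternatives, including 18 that lost their call, most of them purine genes with small changes under the test against a fold change of 1.5. In K504E-red against WT-red, ADE6 lost its call in 7 (lowest without K504E-red replicate 3, 0.0812 on the log2 scale) and ADE16 in 4 of the 9 fits that each left out a library, as did ADE16 in 1 fit of K504E-white against WT-red, the one without K504E-white replicate 3 (0.149 on the log2 scale). Of 54 set values, 45 changed under at least 1 alternative, 27 with a lost call and 14 with a gained call. The 27 are all the sets that camera moved in the 3 comparisons, since none was moved with an estimated correlation.

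In each comparison, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many genes with an adjusted p-value under 0.05, and the other 9 splits gave 0 genes. With 10 splits the share cannot fall below 0.1. For gene sets, 2 of the 10 splits gave as many moved sets in K504E-red against WT-red, and 1 of the 10 splits in each of the other comparisons. The mixed splits retain part of the group difference. They moved up to 10, 8 and 5 sets, but the retained difference can add to these numbers, so they do not show what chance alone gives. Mixing also adds the group difference to the spread within groups, which works against gene calls in the mixed splits. A count of sets moved by camera with a preset correlation still carries little information here, since 0 were moved with an estimated correlation.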

Other observations

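All tests in this part were chosen after the patterns were seen, and for the expression-matched lists near chromosome ends only the value of the test itself had not been seen. The thiamine and electrophile-response lists were themselves written after gene values were seen.

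The rise of purine genes between K504E-red and K504E-white was not limited to ADE2: 9 of the other 12 purine genes were called higher by edgeR. Copy gain of the regions that hold them was argued against by their neighbours, since 5.47% of the 128 genes within 10 kb on the same contig rose at least 1.5-fold, against 6.67% of all genes. Gene length and GC bias was argued against by the median of the list, which was 1.29 with these trends removed. A restored adenine pathway in white cells that raises its own genes is a candidate explanation, and it was not tested directly. A reverted stop codon in ADE2 that stabilises its own mRNA cannot be told apart from that response, because only 1 of the other purine genes (ADE17) rose at least as much as ADE2 and the size of a normal ADE2 response is not known from these data.

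The smaller rise of purine genes in K504E-red could come from white cells within the K504E-red cultures. The 8 purine genes that changed at least 2-fold in K504E-white implied a median share of white cells of 10.4% (interquartile range 9.75% to 11.97%), whereas the 10 thiamine genes implied 4.62% (0.914% to 5.30%). THI4, the gene with the largest change, implied 0.283%. These shares take red cells of the mutant to equal WT-red cells. For 22 electrophile-response genes the median was -54.4% (-79.5% to -25.0%), a negative share. A change of these genes in red mutant cells would also give that, so this list cannot count against white cells. White cells like those sequenced here would bring purine and thiamine transcripts at the same share. Under the stated assumption, they therefore do not account for the whole rise.

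Thiamine genes were higher in K504E-white than in K504E-red, with a median log2 fold change of 1.78 over 15 genes, 14 of them above 0. Against WT-red the median was 1.98 in K504E-white and 0.20 in K504E-red. Reads shared between near-identical copies did not account for it, as the 13 members without such a copy had a median of 1.39. The median was 1.78 after removal of length and GC trends, which argued against that bias. Copy gain of most of the regions was argued against by the median of the neighbours, which rose at least 1.5-fold in 0 of 14 regions. Single neighbours rose that far more often (12.7%) than all genes did (6.67%), so a gain of shorter stretches remains open. A change in thiamine supply or demand in the white cultures is a candidate explanation that was not tested, as the medium was not measured here.

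Electrophile-response genes were lower in K504E-white than in K504E-red, with a median of -2.31 over 32 genes, 31 of them below 0. Against WT-red the median was -1.86 in K504E-white and 0.37 in K504E-red. The search found no near-identical copy of 31 of the 32 members, which had a median of -2.27. The remaining member had no S288C coding sequence under its locus tag, so it was not searched. The list had -2.31 after removal of length and GC trends. Copy loss of most of the regions was argued against by the median of the neighbours. That median fell at least 1.5-fold in 2 of 32 regions, those of GTT2 and AAD6. In the K504E-white libraries GTT2 kept 36.1 to 38.4 CPM and AAD6 7.45 to 8.66 CPM. Loss of a gene from all cells would leave no reads, so these values argue against it for both genes. A loss in a share of the cells remains open there. Single neighbours fell that far more often (12.8% of 242) than all genes did (7.52%), which left shorter stretches to consider. Their loss from all cells was argued against by the list itself, whose interquartile range was only -3.35 to -1.17. FRM2 kept just 0.668 to 1.13 CPM in K504E-white, so its loss was not argued against in this way. A loss of shorter stretches in a share of the cells remains open too. A lower electrophile load in white cells, which lack the red pigment, is a candidate explanation that was not tested. Sulfur assimilation genes had medians of -1.21 in K504E-white and -0.08 in K504E-red against WT-red and -1.04 between the colours, and 6 anaerobic cell wall genes had medians of 1.41, -0.29 and 1.70 in the same order.

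Ribosomal protein and ribosome biogenesis genes were lower in K504E-red than in WT-red, 124 of 124 below 0 with a median of -0.53. The median was -0.54 after removal of length and GC trends and -0.54 over the 110 members without a near-identical copy. A culture further into its stress and starvation response would also raise the induced stress list, which had a median of 0.42 in K504E-red, consistent with that explanation. In K504E-white the stress list was also higher than in WT-red (0.26), and the 2 ribosome lists moved apart. Ribosome biogenesis had a median of -0.12 (45 of 56 below 0), -0.207 without WT-red replicate 3 and -0.0405 without WT-red replicate 2. Ribosomal proteins had 0.11 (63 of 68 above 0), 0.0204 without WT-red replicate 3 and 0.0456 without K504E-white replicate 3. A difference in culture state and an effect of the mutation remain open.

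Genes near chromosome ends were higher in K504E-red than in WT-red. Low expression of subtelomeric genes did not explain the median of 0.17, since 0 of 10000 random lists matched on mean expression (0% of them) reached it. The median was 0.24 within 10 kb of the end, 0.11 at 10 to 20 kb and 0.10 at 20 to 30 kb. It was 0.04 at 30 to 50 kb and 0.03 beyond 50 kb. A loss of silencing that weakens with distance from the end would give such a fall, but silencing was not measured. Without K504E-white replicate 1, a library outside this comparison, the medians were 0.203 within 10 kb and -0.0106 beyond 50 kb. Part of each value therefore comes from scaling, while the fall remained. The median within 10 kb was 0.152 without WT-red replicate 1 and ranged up to 0.300 without WT-red replicate 2. The set median of 0.17 was 0.0825 without K504E-red replicate 3 and 0.0868 without WT-red replicate 1. In those 2 of 9 fits the medians did not fall at each step, with 0.0380 and 0.0429 at 10 to 20 kb below 0.0607 and 0.0773 at 20 to 30 kb. The class within 10 kb held only 28 genes, with an interquartile range of 0.14 to 0.49, and a mixed split of the 6 libraries gave a set median of 0.131 in size against 0.141 for the real split in the same fits. In K504E-white the class within 10 kb had a median of -0.15 against WT-red, so the rise was not shared by both colours of the mutant. Distances are those of S288C, and W303 ends may differ.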
